A study of Mus musculus with 14 samples. Its data were reported in "Sbp2l contributes to oligodendrocyte maturation through translational control in Tcf7l2 signaling" (2023).

How the data were processed

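The study purified oligodendrocyte precursor cells (OPCs), the dividing cells from which the myelin-forming oligodendrocytes (OLs) arise, from the cortex of young mice by immunopanning, which captures cells on dishes coated with an antibody against a surface protein, here the receptor Pdgfra. The cells were brought to differentiate in culture by withdrawing growth factors and adding the thyroid hormone T3, and day counts run from that step. Messenger RNA sequencing was done on 14 libraries in 7 groups of 2. One group was Day0, and the other 6 were taken at Day3: non-treated cells, mock-transfected cells, cells given the non-targeting siRNA NC siRNA #1 or NC siRNA #2, cells given an siRNA against Secisbp2l (Sbp2l, siSbp2l) and cells given an siRNA against Pdgfra (siPdgfra). A small interfering RNA (siRNA) lowers the mRNA that it matches. Groups and replicate numbers came from the sample labels. The libraries of the non-treated Day3 group are named only by their day in the table and were matched to that group by name, and 1 misspelled column name was matched to siSbp2l.

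The authors processed the paired-end reads with OmicSoft ArrayStudio (version, aligner and counting settings not stated) on the mm10 refGene gene model and deposited 1 table of FPKM values (fragments scaled to the exon length of the gene in kb and to the mapped fragments of the library) with 1 column per library. That table is presented as counts, but its values have decimals and are not counts. A second table, deposited by the authors, holds for siSbp2l against each of the 4 Day3 control groups a log2 fold change, a p-value and a Benjamini-Hochberg adjusted p-value made with DESeq2 inside the same software. It also gives each gene's chromosome, start, end and exon length, from which all coordinates here were taken. Values from it are named as coming from the authors' deposited table. A siPdgfra comparison made by the authors was not used here. The FPKM table holds 23427 genes with 23399 distinct symbols, of which 5535 were listed at 0 in all 14 libraries.

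The depth of each library was recovered from the steps between low values, since the FPKM of a gene multiplied by its exon length is a whole multiple of what 1 fragment is worth. Low values were those of at least 0.2 FPKM and up to 50 fragments, and whole means within 0.1 of a whole number. Between 88.7% and 92.5% of the low values of genes with a single transcript came out whole, and between 78.5% and 82.3% over all genes. The depths in fragments were 31624553 and 22498337 for Day0, 20067030 and 21355353 for non-treated, 20797210 and 20800619 for mock, 19714617 and 19057057 for NC siRNA #1, 18484068 and 6561379 for NC siRNA #2, 20273010 and 21697505 for siSbp2l, and 21403695 and 19987607 for siPdgfra, and are estimates. A floor of 3 fragments in a gene with 2 kb of exon is 0.0474 FPKM in the deepest library and 0.229 FPKM in the shallowest. The floor covers counting error only, because PCR copies are not independent molecules. Replicates were compared before they were averaged. The mean chi-square per gene, over genes with 200 to 2000 fragments, lay between 2.15 (NC siRNA #2) and 47.5 (non-treated), where sampling noise alone gives about 1, so every pair was kept as 2 libraries.

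A test for counts had been planned before the data were examined, with a scaling that needs counts. Because the file held FPKM, that test was not used. The main test was limma 3.58.1 in R 4.3.3, on log2(FPKM + 1), with an intensity trend and robust empirical Bayes moderation. FPKM values were used as deposited, with no further scaling. This was set before the fits were made and kept after it was seen that other scalings shift the median of all genes. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. A gene was tested if its FPKM was at least 1 in at least 2 of the libraries fitted. The 12 Day3 libraries were fitted together with 1 mean per group (11650 genes, 6 residual degrees of freedom, median prior degrees of freedom 3.83). Day3 non-treated against Day0 was tested in a fit of all 14 libraries (11874 genes). Adjusted p-values are Benjamini-Hochberg values over the genes tested in 1 contrast, and tests are two-sided. As in the study's methods, a gene was called at a fold change of at least 2 either way and an adjusted p under 0.05. Common genes were those called in the same direction against all 4 Day3 control groups. A stricter set also needed at least 10 CPM (the FPKM multiplied by the exon length in kb) in at least 1 library of the groups compared. Fold changes against the mean of the 4 control groups give each control group equal weight.

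The comparisons, thresholds, gene lists and the rule for the genes named here were fixed before the data were examined. Named genes were those the study discusses, including the 9 cholesterol genes it showed, and the common genes of the stricter set with the largest changes against the mean of the 4 controls: 5 up and 5 down for siSbp2l, and 3 up and 3 down for siPdgfra. The 3 up and 3 down with the largest change from Day0 to Day3 non-treated were added. Some genes that the rule covers are not reported here. A few members of the gene lists are named because of their values, and were chosen after these were seen. There were 8 gene lists: the 9 cholesterol genes shown by the study, 21 genes of the cholesterol synthesis pathway, 18 genes that fall and 14 that rise in mice with mutant Tcf7l2 as shown by the study, 24 selenoproteins, 18 OL maturation genes, 10 OPC markers and 15 interferon response genes. Older gene symbols were matched by a hand-written list. Lists were tested with limma's camera (preset correlation between genes of 0.01), with Benjamini-Hochberg adjustment over the 40 combinations of 8 lists and 5 contrasts per knockdown, and with limma's fry and camera with an estimated correlation beside it. The lists taken from the study were chosen by it on these samples. Marker lists of 5 other cell types (astrocyte, microglia, endothelial, fibroblast and neuron) served only to ask about RNA of other cells.

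The calling steps were tested on simulated data with 191 changed genes among 11252. Against 1 control group 93.7% of them were called, against all 4 in common 91.1%, and of the 109 with at least 10 FPKM 99.1%. There were 0 false calls against 1 control, 0 in common and at most 1 between a pair of control groups. Of 200 random lists of 20 genes, 0.5% had a camera p under 0.05, so camera was stricter than its nominal level there. The simulated genes were drawn independently, so this cannot show how camera behaves where the genes of a list are correlated. Groups with no change, centred on the mean of the control libraries, were drawn 100 times and their common genes were counted.

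The processing choices varied, as set before the data were examined, were no filter on low values, the fold change threshold left out, fits of only the 4 libraries of the groups compared, the replicate number as a block, FPKM of at least 10 in place of CPM, correlations by rank or over genes with a mean CPM of at least 10, and leaving out each library in turn. Chosen after seeing the data were pseudocounts of 0.1 and 5, median-ratio and upper-quartile scaling of FPKM, FPKM of at least 1 in every library, voom (limma) on the recovered fragments, library weights, and removal of trends on GC content and exon length. GC content was that of the longest GENCODE transcript of each gene symbol, on the same mouse build, and was found for 99.4% of the 11874 genes. The list test between both knockdowns was also added after seeing the data. Figures were drawn with matplotlib 3.10.9, and tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Genes with little sequence of their own, such as pseudogenes and close paralogs, can exchange reads in the authors' counting, and whether strand was used is not stated.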

Results

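Gene expression was measured by mRNA-seq in mouse primary OPC/OLs to ask what loss of Sbp2l, the product of Secisbp2l and a paralog of the selenocysteine insertion factor Sbp2, changes in differentiating cells. The 14 libraries fell into 7 groups of 2, with Day0 OPCs and 6 groups at Day3: non-treated, mock, NC siRNA #1, NC siRNA #2, siSbp2l and siPdgfra. The depth recovered from the FPKM values lay between 6561379 fragments (NC siRNA #2 replicate 2) and 31624553 (Day0 replicate 1). Between 10834 and 11034 genes had an FPKM of at least 1 in a library. Across 11874 genes, the SD of the log2 difference between replicates was 0.148 in NC siRNA #1, 0.150 in mock, 0.154 in siSbp2l, 0.175 in NC siRNA #2, 0.182 in Day0 and 0.1995 in siPdgfra. The non-treated pair stood apart with an SD of 0.457, and 252 of its genes differed by over 2-fold. The correlation between replicates across genes was r = 0.9701 for non-treated and 0.994 to 0.997 for the other groups. Its difference followed GC content across genes (rho = -0.77), as that of Day0 (rho = -0.49) and of NC siRNA #1 (rho = 0.44) did to a lesser degree.

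**Figure D1:**
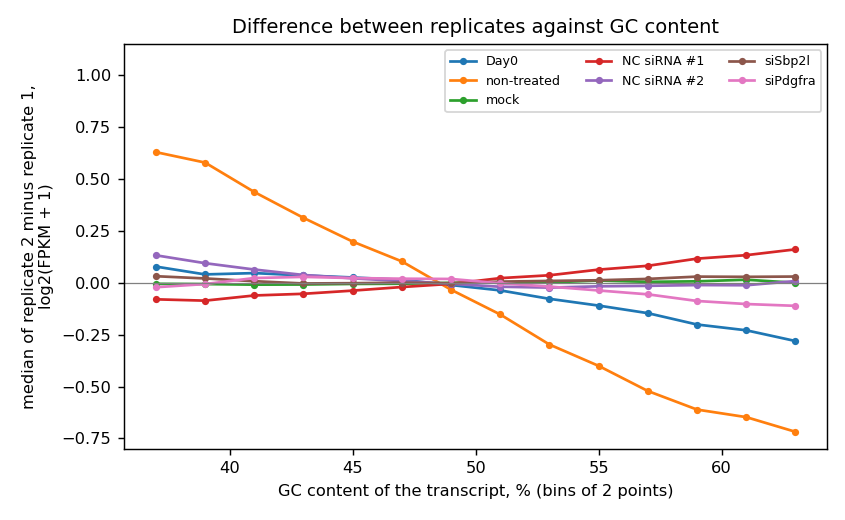
Median log2 difference between replicate 2 and replicate 1 (y axis) over genes in bins of 2 percentage points of transcript GC content (x axis, at least 50 genes per bin), with 1 line for each of the 7 groups. The non-treated pair fell from 0.63 at 36 to 38% GC to -0.72 at 62 to 64%.

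The targeted genes were examined first, since they check the labels. Secisbp2l (chromosome 2, minus strand, 125736986 to 125782870 in mm10) had an FPKM of 30.9 ± 0.745 (SD, n = 2) at Day0, 190 ± 47.0 (SD, n = 2) in non-treated, 159 ± 0.452 (SD, n = 2) in mock, 249.8 ± 7.70 (SD, n = 2) in NC siRNA #1 and 138 ± 4.02 (SD, n = 2) in NC siRNA #2. It fell to 3.87 ± 0.0617 (SD, n = 2) in siSbp2l, which was 97.9% lower than the mean of the 4 controls. The log2 fold change was -5.21 (SE 0.11; limma, Benjamini-Hochberg adjusted p = 6.12e-09), and against the single controls it lay between -5.69 and -4.83. The alternative that moved it most was a pseudocount of 5, which gave -4.38. Pdgfra (chromosome 5, plus strand, 75152291 to 75198204) had an FPKM of 422 ± 18.9 (SD, n = 2) at Day0 and between 32.5 ± 0.198 (SD, n = 2) in NC siRNA #1 and 67.4 ± 6.62 (SD, n = 2) in non-treated. In siPdgfra it was 2.996 ± 0.427 (SD, n = 2), 94.2% lower than the mean of the controls, with a log2 fold change of -3.68 (SE 0.08; limma, adjusted p = 6.48e-09). Pdgfra was higher in siSbp2l than in the controls, at 147 ± 3.94 (SD, n = 2), a log2 fold change of 1.54 (limma, adjusted p = 4.73e-07), and was called against all 4 controls. Secisbp2l changed by -0.31 in siPdgfra (limma, adjusted p = 0.0368), under the 2-fold threshold. That change depended on the control. It was -0.79 against NC siRNA #1, -0.38 against non-treated, -0.14 against mock and 0.07 against NC siRNA #2.

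**Figure D2:**
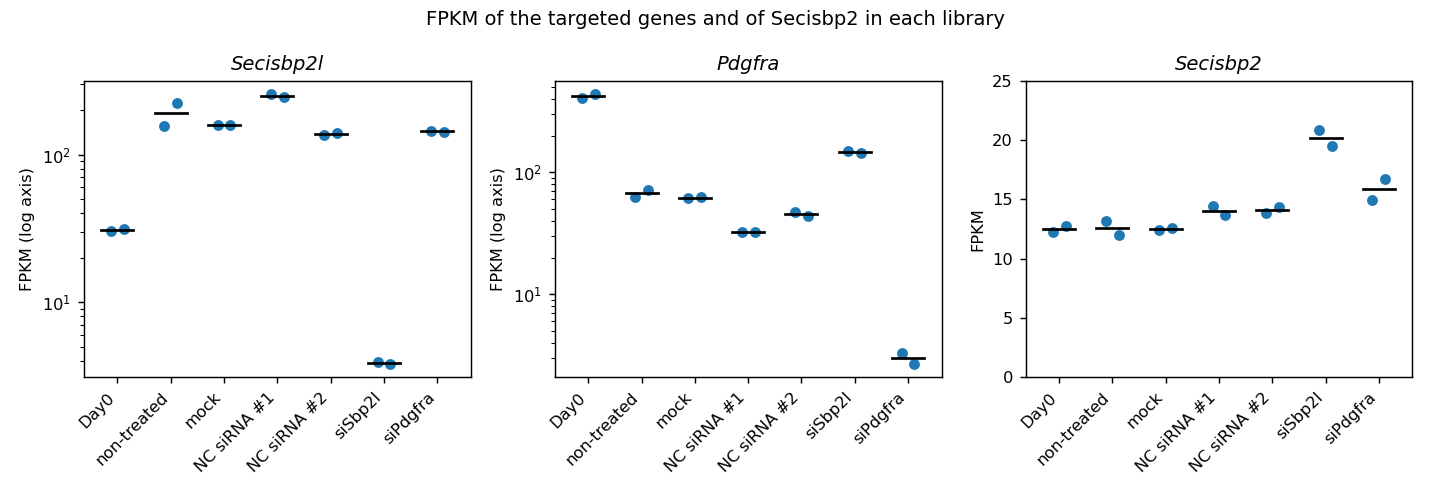
FPKM of Secisbp2l and Pdgfra (log axes) and of Secisbp2 (linear axis from 0) in the 7 groups; points are libraries and lines are group means. Secisbp2l was at 3.87 in siSbp2l against 138 to 249.8 in the 4 Day3 controls, Pdgfra was at 2.996 in siPdgfra, and Secisbp2 was at 20.2 in siSbp2l against 12.5 to 14.1.

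Other genes discussed by the study were compared in the same fit. Secisbp2 (chromosome 13, plus strand, 51651714 to 51683646) had 20.2 ± 0.980 FPKM (SD, n = 2) in siSbp2l and means of 12.5 to 14.1 in the 4 Day3 controls, a log2 fold change of 0.56 (limma, adjusted p = 0.000182; 9.78e-06 to 0.0013 over the alternatives) that stayed under 2-fold. Tcf7l2 (chromosome 19, plus strand, 55741810 to 55933655) had 46.5 ± 2.23 FPKM (SD, n = 2) in siSbp2l and means of 47.9 to 60.0 in the controls. Its log2 fold change was -0.21 against the mean of the controls (limma, adjusted p = 0.0269), and -0.38 with median-ratio scaling (limma, adjusted p = 0.003; 0.003 to 0.0418 over the alternatives). It was -0.34 against non-treated (limma, adjusted p = 0.01) and -0.36 against mock (limma, adjusted p = 0.0083). It was only -0.04 against NC siRNA #1 (limma, adjusted p = 0.729) and -0.11 against NC siRNA #2 (limma, adjusted p = 0.358). In fits of only the 4 libraries compared, the adjusted p was 0.199 against non-treated and 0.000759 against mock (limma). In siPdgfra, Tcf7l2 was at 25.8 ± 0.785 FPKM (SD, n = 2), a log2 fold change of -1.04 (limma, adjusted p = 1.64e-06), and was called against 2 of the 4 controls. Gpx4, a selenoprotein gene, changed by -0.26 in siSbp2l (limma, adjusted p = 0.147), and by -0.43 with median-ratio scaling (limma, adjusted p = 0.0132; 0.000375 to 0.205 over the alternatives). Olig2 changed by -0.12 (limma, adjusted p = 0.296), and by -0.29 with median-ratio scaling (limma, adjusted p = 0.0119; 0.0119 to 0.333 over the alternatives). Dio2 was under the minimum of 1 FPKM and was not tested, with means of at most 0.103 FPKM in all groups.

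Among the OL genes, Tppp (-2.58) and Mbp (-1.97) had lower log2 values in siSbp2l than in the mean of the controls and were called against all 4. Mbp had 191 ± 16.3 FPKM (SD, n = 2) in siSbp2l and between 435 ± 1.43 (SD, n = 2) in NC siRNA #2 and 988 ± 9.21 (SD, n = 2) in NC siRNA #1. Cnp changed by -0.83 (limma, adjusted p = 0.000267) and passed 2-fold only against NC siRNA #1, though it was -1.0007 against the mean of the controls with median-ratio scaling. Mobp depended on the control, because it had 102 ± 1.68 FPKM (SD, n = 2) in NC siRNA #1 and 5.49 ± 0.622 (SD, n = 2) in NC siRNA #2. With 3.67 ± 0.216 FPKM (SD, n = 2) in siSbp2l, its log2 fold change was -4.46 against the former and -0.47 against the latter. Larp6 changed by -1.43, to 0.485 ± 0.0087 FPKM (SD, n = 2), and Jun by 1.30, to 116 ± 4.06 FPKM (SD, n = 2), both called against all 4 controls. With a pseudocount of 5, Larp6 changed by -0.55 and did not reach 2-fold. Ccnd1 changed by 0.83 against the mean of the controls and was called against both NC siRNAs but not against mock or non-treated.

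Differentially expressed genes (DEGs) were then counted for siSbp2l against each Day3 control. Of 11650 genes tested, 1234 were called against non-treated (657 higher, 577 lower), 933 against mock (379 higher, 554 lower), 1149 against NC siRNA #1 (534 higher, 615 lower) and 893 against NC siRNA #2 (392 higher, 501 lower). The threshold moved these counts most, and without the fold change threshold 5747 genes passed against non-treated. The split between directions depended on the scaling. As deposited, the median log2 fold change of all genes against the mean of the controls was 0.15 in siSbp2l and 0.09 in siPdgfra, and with median-ratio scaling both were -0.00. With that scaling, the split was 362 higher and 815 lower against non-treated, 257 and 708 against mock, 304 and 814 against NC siRNA #1, and 293 and 628 against NC siRNA #2. With upper-quartile scaling it was 403 and 768 against non-treated, 275 and 688 against mock, and 354 and 737 against NC siRNA #1.

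The same thresholds between control groups gave the background. Mock against non-treated gave 1 gene, with 1924 genes at an unadjusted p under 0.05. Both NC siRNAs differed from the cells without siRNA, with 450 genes for NC siRNA #1 against non-treated (236 higher, 214 lower), 372 against mock (178 higher, 194 lower), 304 for NC siRNA #2 against non-treated (144 higher, 160 lower) and 235 against mock (73 higher, 162 lower). With median-ratio scaling, NC siRNA #2 against non-treated split into 104 higher and 229 lower, and with upper-quartile scaling into 105 and 229. NC siRNA #2 against NC siRNA #1 gave 465 genes (190 higher, 275 lower). Each siSbp2l count exceeded every count between controls.

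**Figure D3:**
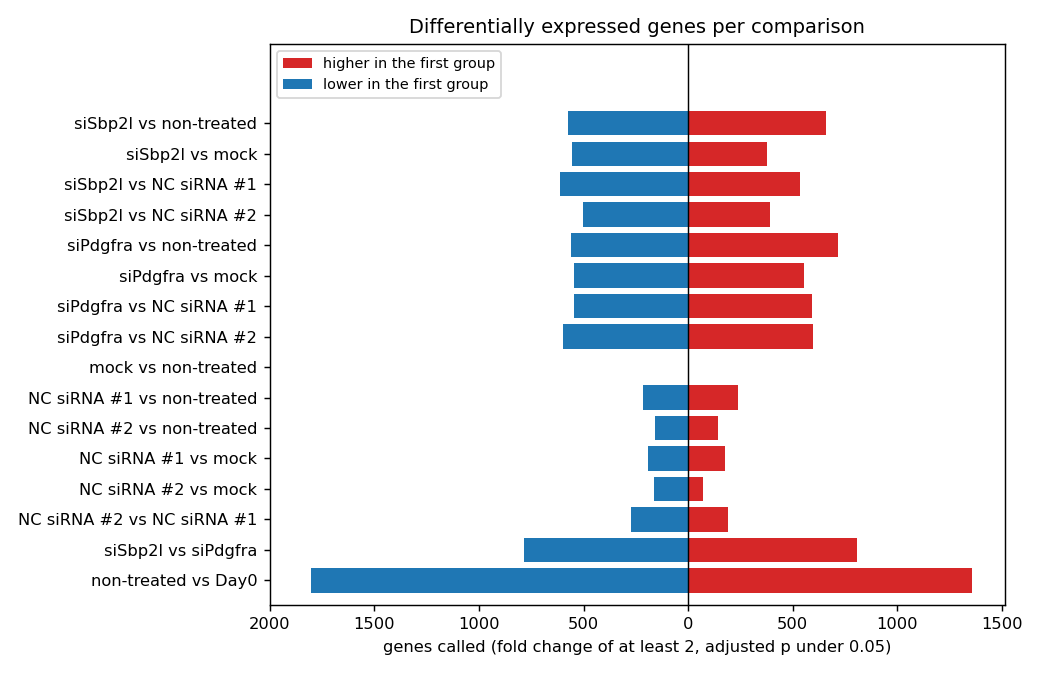
Number of genes called in each of 16 comparisons (limma, 2-fold and adjusted p under 0.05), with red bars for genes higher and blue bars for genes lower in the group named first. A knockdown against a control gave 893 to 1277 genes, and the comparisons between control groups gave 1 to 465.

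In common against all 4 controls, 376 genes changed in the same direction in siSbp2l, 139 higher and 237 lower, so that 63.0% were lower. The largest move between settings was without the fold change threshold, which gave 2545 genes. With median-ratio scaling there were 410 common genes (88 higher, 322 lower; 78.5% lower), 325 of them shared with the 376, and with upper-quartile scaling 392 (98 higher, 294 lower; 75% lower), of which 335 were shared. With at least 10 CPM in at least 1 library, 364 genes were left (134 higher, 230 lower), and 398 (85 higher, 313 lower) or 379 (94 higher, 285 lower) under those scalings. With at least 10 FPKM instead, 311 were left (96 higher, 215 lower). Because the 4 comparisons share the siSbp2l libraries, unchanged groups were simulated, and the highest number of common genes in 100 draws was 0. These groups were centred on the mean of the control libraries, so they could hardly lie 2-fold beyond all 4 controls. That 0 therefore gives no background for the 376. A real control group set against the other 3 gave 126 common genes for NC siRNA #1 and 85 for NC siRNA #2, and 0 for both non-treated and mock, where 683 and 199 genes had an unadjusted p under 0.05 in the same direction against all other 3. The counts for non-treated and mock could not exceed 1, because only 1 gene was called between these groups.

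The common genes of siSbp2l with the largest rise were Arhgap36, H19, Erbb4, Cntn2 and Irs4, with log2 fold changes of 2.81, 2.56, 2.35, 2.32 and 2.30. Arhgap36 (chromosome X, plus strand, 49470450 to 49500250) had 7.34 ± 0.146 FPKM (SD, n = 2) in siSbp2l and means of 0.136 to 0.324 in the Day3 controls, and 7.52 ± 0.338 (SD, n = 2) at Day0. H19 (chromosome 7, minus strand, 142575532 to 142578146) had 1234 ± 113 FPKM (SD, n = 2) in siSbp2l, and its controls ranged from 103 ± 38.1 (SD, n = 2) in non-treated to 516 ± 8.73 (SD, n = 2) in NC siRNA #1. Erbb4 (chromosome 1, minus strand, 68039966 to 69108059) had 62.9 ± 3.96 FPKM (SD, n = 2) in siSbp2l and control means of 8.53 to 16.7. Besides Secisbp2l, the largest falls were those of Tspan2 (-3.93), Alox5 (-3.61), Atp6v0c-ps2 (-3.58) and Sept4 (-3.37). Tspan2 (chromosome 3, plus strand, 102734770 to 102772310) had 5.67 ± 0.0284 FPKM (SD, n = 2) in siSbp2l and control means of 90.8 to 124. Atp6v0c-ps2 is uncertain, since its name marks a pseudogene that can share reads with its parent gene, and its siSbp2l libraries were at 2.84 and 0.0009 FPKM.

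The authors' deposited table held 2213 genes past the same thresholds against non-treated, 1867 against mock, 2112 against NC siRNA #1 and 1750 against NC siRNA #2. In the authors' deposited table, 733 genes passed against all 4, of which 724 had a single direction (198 higher, 526 lower). With at least 10 FPKM in at least 1 of the 14 libraries, 425 genes of the authors' deposited table had a single direction (77 higher, 348 lower). Of the 376 common genes found here, 351 were among those 724 of the authors' deposited table and 0 had the opposite direction there. Across genes, the log2 fold changes of the authors' deposited table correlated with those computed here at r = 0.951 to 0.957. Between 71.7% and 79.4% of the genes called only in the authors' deposited table had under 5 FPKM in all libraries compared.

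The siPdgfra libraries show what an siRNA against another gene does in the same cells. There were 1277 genes called against non-treated (716 higher, 561 lower), 1099 against mock (553 higher, 546 lower), 1135 against NC siRNA #1 (591 higher, 544 lower) and 1193 against NC siRNA #2 (596 higher, 597 lower). With median-ratio scaling the splits were 513 and 740 against non-treated, 441 and 669 against mock, and 450 and 683 against NC siRNA #1, and with upper-quartile scaling 518 and 735 against non-treated and 439 and 672 against mock. The common genes numbered 420 (206 higher, 214 lower; 50.95% lower), and 382 with at least 10 CPM (176 higher, 206 lower). Median-ratio scaling gave 417 (152 higher, 265 lower) and 383 (128 higher, 255 lower), and upper-quartile scaling 413 (159 higher, 254 lower) and 380 (135 higher, 245 lower). With at least 10 FPKM, 299 were left (122 higher, 177 lower). The largest rises were those of Slc44a5 (4.0007), Pkd2l1 (3.86) and Fam38b (3.21), and besides Pdgfra the largest falls were those of Sema4a (-3.72) and Alox5 (-3.44). Slc44a5 (chromosome 3, plus strand, 153973436 to 154271720) had 96.5 ± 7.06 FPKM (SD, n = 2) in siPdgfra and control means of 4.78 to 5.63.

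The knockdowns were compared directly. Between siSbp2l and siPdgfra, 1592 genes were called, 808 higher and 784 lower in siSbp2l, while lower genes were the larger part with median-ratio (689 higher, 862 lower) and upper-quartile scaling (740 higher, 807 lower) and without GC and length trends (780 higher, 810 lower). Of the 376 and 420 common genes, 46 were shared in the same direction (9 higher, 37 lower) and 9 had opposite directions. If the sets were independent, 13.6 would be shared, counting both the same and opposite directions. The simulated unchanged groups had no common genes to share, so they give no chance value for this overlap. Where each knockdown was instead set against a different pair of controls, so that no library was shared, a comparison added after the data were seen, 67 to 83 genes changed in the same direction over the 6 choices of controls, against 13.9 to 20.8 if independent, and 15 to 46 in opposite directions, against 13.7 to 20.7. Across 11874 genes, which are not independent replicates, siSbp2l minus NC siRNA #1 correlated with siPdgfra minus NC siRNA #2 at r = 0.01 (rho = 0.05). With the controls swapped the value was r = 0.13 (rho = 0.13), and no library was shared in either.

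Gene lists were compared with the mean of the 4 controls to ask about the processes the study addresses. The 21 cholesterol pathway genes were all lower in siSbp2l, with a median log2 fold change of -0.88 (limma's camera, adjusted p = 1.91e-13), and 20 had an adjusted p under 0.05 over all genes tested as well as adjusted over the list alone. Against the single controls the median lay between -1.12 and -0.79. Relative to the median of all genes, with median-ratio scaling, it was -1.05, the setting that moved it most. The 9 cholesterol genes shown by the study had a median of -0.88 (camera, limma, adjusted p = 1.18e-06), and 8 were lower, with Srebf2 (0.18) as the exception. For these 9, 8 had an adjusted p under 0.05 over all genes and 8 adjusted over the list alone, and as the study chose them on these samples the latter is not independent evidence. Hsd17b7 changed by -1.17, Cyp51 by -0.97, Fdps by -0.90, Hmgcs1 by -0.87, and Lss and Fdft1 by -0.76. In siPdgfra the pathway median was 0.01 (camera, limma, adjusted p = 0.427), and -0.09 with median-ratio and upper-quartile scaling.

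The 17 OL maturation genes tested had a median log2 fold change of -1.49 in siSbp2l (camera, limma, adjusted p = 5.01e-13), and 16 were lower, with Ermn (0.40) as the exception. All 17 had an adjusted p under 0.05 over all genes and adjusted over the list alone, and against the single controls the median lay between -2.16 and -0.97. The 18 genes that fall in mice with mutant Tcf7l2, of which 12 are also in the OL maturation list, had a median of -0.96 (camera, limma, adjusted p = 1.64e-11), with 17 lower and 15 past 0.05 over all genes and adjusted over the list alone. The 8 expressed genes of the 14 that rise in those mice had a median of 0.55 (camera, limma, adjusted p = 0.009), with 5 past 0.05 over all genes and 6 adjusted over the list alone. Against the single controls their median lay between 0.39 and 0.58, and the list passed against non-treated (camera, limma, adjusted p = 0.0409) and NC siRNA #2 (camera, limma, adjusted p = 0.0018) but not against mock (camera, limma, adjusted p = 0.0542) or NC siRNA #1 (camera, limma, adjusted p = 0.0528). Over the processing alternatives it ran from 0.13 to 0.88. Both lists came from the study, so these counts are not independent evidence. The 10 OPC markers had a median of 0.75 (camera, limma, adjusted p = 0.0655), with 2 lower and 7 past 0.05 over all genes and adjusted over the list alone. Their result depended on the control, with 1.11 against NC siRNA #1 (camera, limma, adjusted p = 0.004), 0.55 against NC siRNA #2 (camera, limma, adjusted p = 0.144), 0.32 against non-treated (camera, limma, adjusted p = 0.269) and 0.28 against mock (camera, limma, adjusted p = 0.328). The 16 selenoproteins tested had a median of -0.00 (camera, limma, adjusted p = 0.83), with 8 lower, 8 higher and 4 past 0.05 over all genes and adjusted over the list alone. The 3 interferon response genes tested of 15 had a median of 0.32 (camera, limma, adjusted p = 0.759), and 3 were past 0.05 over all genes and adjusted over the list alone.

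In siPdgfra the medians were -0.47 for OL maturation (camera, limma, adjusted p = 0.0197), -0.41 for the genes that fall with mutant Tcf7l2 (camera, limma, adjusted p = 0.0201) and -0.35 for OPC markers (camera, limma, adjusted p = 0.0451), which include Pdgfra itself. Each passed against 3 of the 4 single controls. Against NC siRNA #2, OL maturation had a median of -0.16 (camera, limma, adjusted p = 0.892) and the genes that fall with mutant Tcf7l2 -0.069 (camera, limma, adjusted p = 0.933), with 9 of the 18 lower, and against NC siRNA #1 the OPC markers had -0.11 (camera, limma, adjusted p = 0.484). Against the other 3 controls the medians lay between -0.80 and -0.44, between -0.59 and -0.26, and between -0.71 and -0.57. The genes that rise with mutant Tcf7l2 had a median of 0.39 (camera, limma, adjusted p = 0.715), selenoproteins 0.24 (camera, limma, adjusted p = 0.933), interferon genes -0.08 (camera, limma, adjusted p = 0.892) and the 9 cholesterol genes shown by the study -0.06 (camera, limma, adjusted p = 0.211). In siPdgfra, 11 of the 21 cholesterol pathway genes, 6 of the 9 shown by the study, 13 of the 18 and 7 of the 8 Tcf7l2 genes, 12 of the 16 selenoproteins, 14 of the 17 OL maturation genes, 8 of the 10 OPC markers and 2 of the 3 interferon genes had an adjusted p under 0.05 over all genes. These were 11, 6, 14, 7, 13, 15, 8 and 2 when adjusted over the list alone. Of the lists with a camera adjusted p under 0.05, all 5 in siSbp2l and all 3 in siPdgfra held under fry. With a correlation estimated from the data, 4 of the 5 held in siSbp2l (not the genes that rise with mutant Tcf7l2), and none of the 3 held in siPdgfra. The difference between both knockdowns was tested itself, over 8 lists, after the data were seen. In siSbp2l relative to siPdgfra the median was -0.82 for the cholesterol pathway (camera, limma, adjusted p = 4.49e-06), -0.78 for OL maturation (camera, limma, adjusted p = 5.32e-06), -0.35 for the genes that fall with mutant Tcf7l2 (camera, limma, adjusted p = 0.000419) and 0.97 for OPC markers (camera, limma, adjusted p = 0.003). With an estimated correlation 3 of these 4 held, and the genes that fall with mutant Tcf7l2 did not (camera, limma, adjusted p = 0.0997). The 9 cholesterol genes (-0.62; camera, limma, adjusted p = 0.0528), the genes that rise with mutant Tcf7l2 (0.46; camera, limma, adjusted p = 0.21), selenoproteins (-0.03) and interferon genes (0.08) did not pass.

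**Figure D4:**
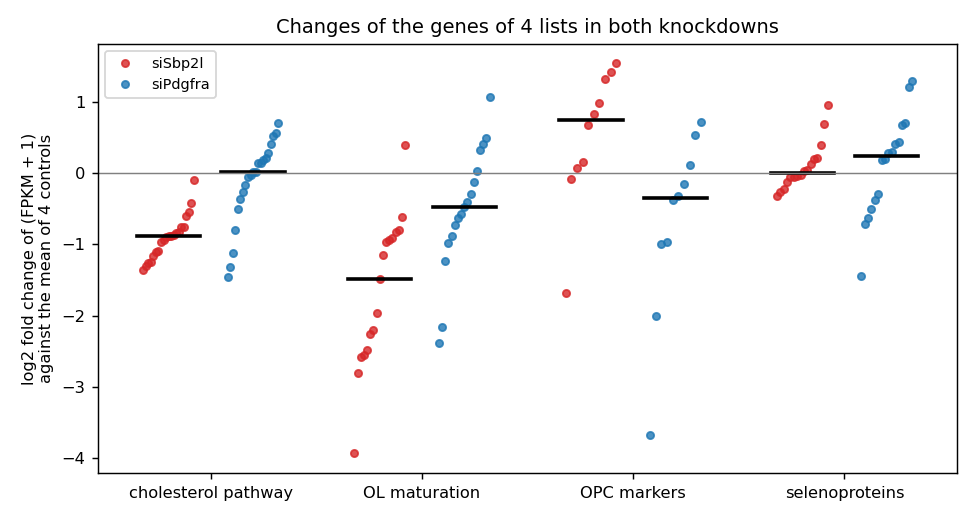
Log2 fold change of each gene of 4 lists against the mean of the 4 Day3 controls in siSbp2l (red) and siPdgfra (blue), with FPKM as deposited; points are genes and black lines are list medians. The medians in siSbp2l were -0.88 for the cholesterol pathway, -1.49 for OL maturation, 0.75 for OPC markers and -0.00 for selenoproteins, against 0.01 (-0.09 with median-ratio scaling), -0.47, -0.35 and 0.24 in siPdgfra.

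Differentiation itself was described by Day3 non-treated against Day0, where 3157 of 11874 genes were called (1355 higher, 1802 lower), and 7952 without the fold change threshold. Higher genes were the larger part with median-ratio scaling (1560 higher, 1524 lower) and upper-quartile scaling (1581 higher, 1496 lower). The median of all genes was -0.12 as deposited and -0.01 with median-ratio scaling. Mag (log2 fold change 7.99), Enpp6 (7.92) and Ptgds (7.52) rose most, and Egr1 (-5.40), Mest (-4.74) and Itga8 (-4.52) fell most. Mag (chromosome 7, minus strand, 30899183 to 30914832) rose from 0.550 ± 0.052 (SD, n = 2) to 411 ± 166 FPKM (SD, n = 2), and Egr1 (chromosome 18, plus strand, 34861207 to 34864956) fell from 189 ± 20.6 (SD, n = 2) to 3.58 ± 1.29 FPKM (SD, n = 2). The median change was 3.95 for OL maturation genes (17 of 17 higher), 2.78 for the genes that fall with mutant Tcf7l2, 0.35 for the 9 cholesterol genes, 0.20 for the cholesterol pathway (13 of 21 higher), 0.17 for selenoproteins, -0.04 for the genes that rise with mutant Tcf7l2, -0.58 for 4 interferon genes and -1.11 for OPC markers.

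The change with siSbp2l was set against the change with day, using contrasts that share no library. Across 11874 genes, siSbp2l minus the mean of both NC siRNAs correlated with Day3 minus Day0 at r = -0.45 (rho = -0.41), and siPdgfra minus the same mean at r = -0.33 (rho = -0.31). Over genes with a mean CPM of at least 10 the values were -0.49 and -0.34. Contrasts without a knockdown gave r = -0.12 (rho = -0.10) for mock minus the mean of both NC siRNAs and 0.10 (rho = 0.06) for NC siRNA #1 minus NC siRNA #2. Of 248 genes lower in siSbp2l than in the 3 controls other than non-treated, 214 (86.3%) were higher at Day3 than at Day0, and of 144 higher genes 31 (21.5%) were. In siPdgfra these were 169 of 244 (69.3%) and 80 of 216 (37.0%), and over all genes 5220 (44.0%).

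**Figure D5:**
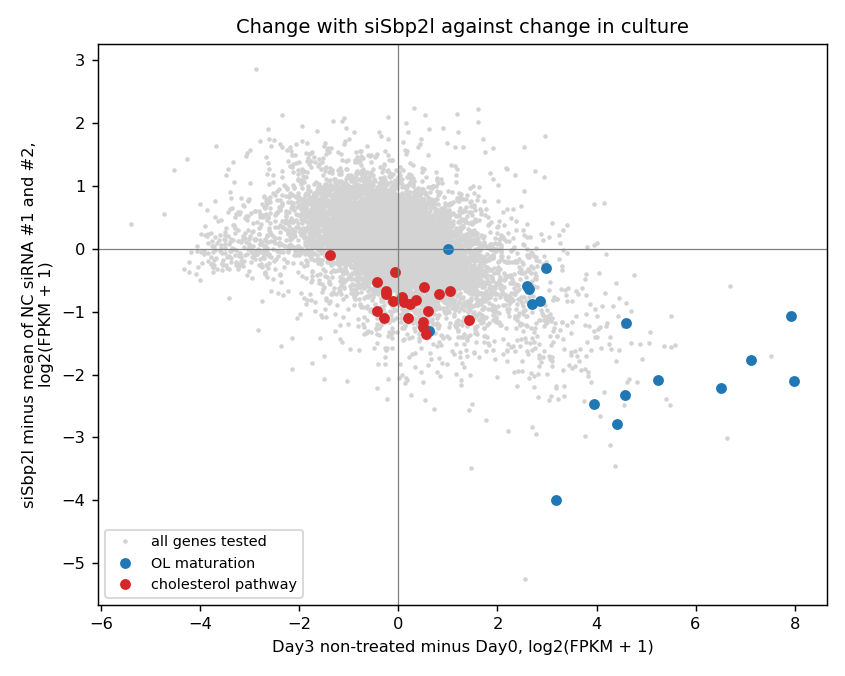
Log2 change of each gene from Day0 to Day3 non-treated (x axis) against its log2 change in siSbp2l relative to the mean of both NC siRNAs (y axis), with all 11874 genes in grey, OL maturation genes in blue and cholesterol pathway genes in red. Across all genes r was -0.45, and the 21 cholesterol pathway genes lay low on the y axis with a median change of 0.20 on the x axis.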

Values the study reported

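The study reported 733 DEGs common to the comparisons of Sbp2l knockdown with nontreated, mock and both non-targeting siRNA groups. After a filter of 10 FPKM in at least 1 sample it kept 437 of 23,427 genes, of which 360 were lower and 77 higher in the knockdown.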

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

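Each result was recomputed with 1 processing choice changed at a time. No filter, no fold change threshold, fits of 4 libraries, the replicate block, fry, camera with an estimated correlation, the FPKM minimum of 10, rank correlations, the mean CPM of at least 10 and leaving out a library were planned. Both pseudocounts, both scalings, FPKM of at least 1 in every library, voom, library weights and the removal of GC and length trends were chosen after seeing the data. The planned count-model alternatives (another count test, other count scalings and a filter of 10 counts) were not run because the file held FPKM.

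The knockdown of the targeted genes kept its direction and its side of the threshold under every alternative run, from -5.53 to -4.38 for Secisbp2l and from -4.06 to -2.79 for Pdgfra. Correlations across genes kept their sign by rank and over genes with a mean CPM of at least 10. Of the lists in siSbp2l, the cholesterol pathway (median from -1.05 to -0.82, adjusted p from 5.29e-16 to 0.0074), OL maturation (from -1.73 to -1.32, adjusted p from 3.43e-15 to 0.0059), the genes that fall with mutant Tcf7l2 (from -1.13 to -0.92, adjusted p from 2.13e-12 to 0.0102) and the 9 cholesterol genes of the study (from -1.05 to -0.85, adjusted p from 1.05e-07 to 0.0074) kept both as well, with limma's camera or fry.

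The counts of genes depended on the threshold and on how low values were treated. Without the fold change threshold, the counts for siSbp2l were 5747, 4966, 5515 and 4863 against non-treated, mock, NC siRNA #1 and NC siRNA #2, and for siPdgfra 5855, 5033, 5417 and 5411. Between controls they were 25 for mock against non-treated, 3192 and 2702 for NC siRNA #1 and #2 against non-treated, 2429 and 1702 against mock, and 2444 between both. They were 6056 between knockdowns, 7952 for day, 2545 common genes for siSbp2l (2325 with at least 10 CPM) and 2610 for siPdgfra (2329 with at least 10 CPM). This alternative has no minimum size of effect by construction.

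With a pseudocount of 0.1, the siSbp2l counts were 1916, 1507, 1742 and 1422 in the same order, and the siPdgfra counts 1931 against non-treated, 1761 against NC siRNA #1 and 1813 against NC siRNA #2. Between controls they were 7 (mock against non-treated), 844 and 654 (NC siRNA #1 and #2 against non-treated), 729 and 482 (against mock) and 775 (between both). The common genes were 586 for siSbp2l and 682 for siPdgfra, which held all 376 and 420 of the main setting. The median of selenoproteins in siSbp2l reversed to 0.000503, a change far below the spread of its genes.

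A pseudocount of 5 gave 528, 456, 511 and 433 genes for siSbp2l and 538, 438, 457 and 493 for siPdgfra. Between controls it gave 0 (mock against non-treated, with 1912 at an unadjusted p under 0.05), 143 and 100 (NC siRNA #1 and #2 against non-treated), 113 and 71 (against mock) and 196 (between both). It gave 694 between knockdowns and 1915 for day. The common genes were 168 for siSbp2l (168 with at least 10 CPM) and 163 for siPdgfra (162 with at least 10 CPM), all of them among those of the main setting. A larger pseudocount shrinks the fold changes of low genes by construction.

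Voom on the recovered fragments gave 2001, 1588, 1830 and 1460 genes for siSbp2l, 2023, 1708, 1834 and 1858 for siPdgfra, and 2445 between knockdowns. Between controls it gave 10 (mock against non-treated), 905 and 669 (NC siRNA #1 and #2 against non-treated), 770 and 488 (against mock) and 776 (between both). The common genes were 622 and 723, with all 376 and 420 of the main setting among them. Voom adds less to low values, as the low pseudocount does.

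Other counts moved in few places. NC siRNA #1 against mock gave 234 genes where FPKM of at least 1 was asked of every library, a filter that removes genes low in 1 group. NC siRNA #2 against non-treated gave 114 and mock against non-treated 0 (360 at an unadjusted p under 0.05) in fits of only their 4 libraries, which leave fewer residual degrees of freedom. Mock against non-treated gave 2 genes without GC and length trends, where the cause was not tested, and 0 with library weights (328 at an unadjusted p under 0.05), which gave the non-treated libraries a weight of 0.12.

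Gene lists moved as follows, with adjusted p-values from limma's camera unless fry is named. With an estimated correlation, siPdgfra lost OL maturation (-0.47, adjusted p = 0.169), OPC markers (-0.35, adjusted p = 0.174) and the genes that fall with mutant Tcf7l2 (-0.41, adjusted p = 0.337), and siSbp2l lost the genes that rise with mutant Tcf7l2 (0.55, adjusted p = 0.216). The genes that rise with mutant Tcf7l2 in siSbp2l stayed higher under every alternative, but with a median that ran from 0.13 without a filter to 0.88 with voom (adjusted p from 1.13e-05 by fry to 0.216). Fry, which asks whether a list changed at all rather than more than other genes, passed for the cholesterol pathway (0.0108, adjusted p = 0.0023), the 9 cholesterol genes (-0.0568, adjusted p = 2.63e-05) and the genes that rise with mutant Tcf7l2 (0.39, adjusted p = 0.0021) in siPdgfra, and for interferon genes (0.32, adjusted p = 0.0012) and OPC markers (0.75, adjusted p = 7.57e-07) in siSbp2l.

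The OPC markers were the list that moved most often. In siSbp2l they passed by camera with median-ratio scaling (0.59, adjusted p = 0.0309), upper-quartile scaling (0.63, adjusted p = 0.0348) and no filter (0.75, adjusted p = 0.0232). In siPdgfra they no longer passed by camera with median-ratio scaling (-0.45, adjusted p = 0.0561), upper-quartile scaling (-0.44, adjusted p = 0.0559), FPKM of at least 1 in every library (-0.32, adjusted p = 0.0943) and without GC and length trends (-0.37, adjusted p = 0.0541). OL maturation in siPdgfra did not pass by camera with no filter (-0.44, adjusted p = 0.0515). Over the alternatives, including fry, the adjusted p of OPC markers in siSbp2l ran from 7.57e-07 to 0.144. Medians near 0 reversed. The cholesterol pathway in siPdgfra went to -0.0925 with median-ratio scaling, -0.0851 with upper-quartile scaling and -0.0112 without GC and length trends, selenoproteins in siSbp2l to 0.0018 without those trends, and interferon genes in siPdgfra to 0.15 with no filter. The scalings lower all fold changes by their shift of the median, and for the other changes the cause was not tested.

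For the named genes, by adjusted p alone, 2 results went under 0.05 with each scaling, 2 with library weights and 1 without GC and length trends, and the remaining results that could be computed kept their side of 0.05, except in fits of only 4 libraries. There, 24 became weaker and 21 stronger, and 278 did not change. Calls that also ask for 2-fold moved more. Of 35 results against the mean of the 4 controls, median-ratio scaling added 6 calls, upper-quartile scaling added 5 and a pseudocount of 5 lost 1, Larp6 in siSbp2l (-0.55). Among the weaker was Atp6v0c-ps2, whose fall in siSbp2l had an adjusted p of 0.0643 to 0.0852 (limma) against mock and both NC siRNAs, though 0.0084 against non-treated, and whose siSbp2l libraries were at 2.84 and 0.0009 FPKM.

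Replicate numbers were tried as a block. The replicate block gave 376 common genes for siSbp2l and 420 for siPdgfra and changed no call. The deviations of libraries with the same number correlated between -0.38 and 0.47 over 21 pairs of groups, over 0.1 in 4 and under -0.1 in 7, so the numbers do not pair the libraries.

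Leaving out each library in turn leaves an arm with 1 library, so only values are given. Secisbp2l in siSbp2l ran from -5.27 to -5.14 and Pdgfra in siPdgfra from -3.79 to -3.57. Of the 376 common genes of siSbp2l, 351 to 371 stayed past 2-fold in the same direction, and of the 420 of siPdgfra 382 to 414. List medians in siSbp2l ran from -0.94 to -0.88 (cholesterol pathway), -0.90 to -0.85 (9 cholesterol genes), -0.98 to -0.95 and 0.55 to 0.62 (genes that fall and rise with mutant Tcf7l2), -1.59 to -1.39 (OL maturation), 0.71 to 0.80 (OPC markers), 0.29 to 0.35 (interferon) and -0.0629 to 0.0851 (selenoproteins, highest without non-treated replicate 1). In siPdgfra they ran from -0.0356 to 0.0885 (cholesterol pathway, lowest without siPdgfra replicate 1 and highest without siPdgfra replicate 2), -0.08 to -0.04 (9 cholesterol genes), -0.47 to -0.33 and 0.34 to 0.43 (genes that fall and rise with mutant Tcf7l2), -0.57 to -0.37 (OL maturation), -0.39 to -0.31 (OPC markers), -0.12 to -0.04 (interferon) and 0.23 to 0.25 (selenoproteins). The correlations with day ran from -0.45 to -0.43 for siSbp2l, -0.34 to -0.30 for siPdgfra, -0.16 to -0.07 for mock and 0.08 to 0.11 for both NC siRNAs. Those between knockdowns ran from -0.0166 to 0.0395, negative without siPdgfra replicate 2, and from 0.10 to 0.16 with the controls swapped. The changes of sign were of values near 0, and the cause was not tested.

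Depth limits the low genes most in NC siRNA #2 replicate 2, where 3 fragments in a gene with 2 kb of exon are 0.229 FPKM.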

Other observations

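The tests of depth, of marker levels in the non-treated pair, of GC content and length together, of both lists along the day axis, of risen genes against their Day0 level, of the interferon genes and of shared reads were chosen only after the result they measure was seen. The interferon test was first made over all 15 genes and then over the 4 expressed ones, and the axis tests were refitted without the genes of the list itself.

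The number of genes common to the comparisons of siSbp2l with all 4 controls was 376 here. That is lower than the value quoted from the study above. With at least 10 FPKM in at least 1 library, 215 genes were lower in siSbp2l here. That is also lower than the value quoted from the study above. With the same minimum, 96 genes were higher in siSbp2l. That is higher than the value quoted from the study above. The methods differed, as the study used DESeq2 and the counts here came from limma on FPKM without further scaling. The common genes numbered 168 with a pseudocount of 5, 410 (88 higher) with median-ratio scaling and 622 (255 higher) with voom. Of the 376, 351 were among the 724 genes with a single direction in the authors' deposited table.

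The non-treated libraries differed more than the replicates of any other group, with an SD of the log2 difference of 0.457 against at most 0.1995 elsewhere. The difference followed GC content across genes (rho = -0.77) and exon length (rho = 0.44), and replicate 2 lay farther from mock (r = 0.975) than replicate 1 (r = 0.993). Removing the GC trend took away 57.1% of the variance and left an SD of 0.2992, removing the length trend left 0.4088, and removing both took away 67.0% and left 0.2624. All stay above the other groups, so these trends account for part of the difference and not the whole. Depth as the cause is argued against by NC siRNA #2, whose libraries differ in depth by a ratio of 2.82 and had an SD of 0.1752, while the ratio in non-treated was 1.06. A difference in stage is argued against by an SD of 0.4535 without the trend on the change from Day0 to mock. RNA of microglia, endothelial cells or fibroblasts is argued against by their markers, none of which exceeded 1.3842 FPKM in either library, and RNA of neurons by Snap25, Stmn2 and Slc17a7, which reached at most 0.7526 FPKM. For astrocytes the lists do not decide. The astrocyte list differed most, by a median of -0.2932, but few genes of any kind differed by 2-fold in this pair, and its genes went both ways (Gfap -0.59, Slc1a2 0.62), so a difference in astrocyte RNA stays open. A difference in RNA quality or library preparation that acts on GC-rich genes may explain the larger part, and a difference between the cultures stays open, as neither was tested. Milder trends on GC occurred in Day0 (rho = -0.49) and NC siRNA #1 (rho = 0.44), and in mock rho was 0.05.

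The cholesterol pathway genes fell in siSbp2l although they changed little with day, with a median of 0.20 from Day0 to Day3. If siSbp2l only held cells at an earlier point of the day axis, their fall should follow from their own change with day. Relative to the trend over all other genes, the median residual of the 21 genes was -0.9087, all 21 lay below 0, and 0 of 10000 random lists matched on expression lay as low (the lowest was -0.40). GC content and length as the cause is argued against by a median of -1.053 after both trends were removed. Over the processing alternatives, the pathway median in siSbp2l lay between -1.05 and -0.82, so scaling, pseudocount and filter do not account for it. A hypothesis is that loss of Sbp2l lowers sterol synthesis genes apart from a delay along this axis, and the difference from siPdgfra (median -0.82) may point the same way. Off-target effects of the siSbp2l sequence stay open, because the libraries analysed here hold a single siRNA condition against Secisbp2l.

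For the OL maturation genes the same test gave another result. Their median residual was 0.0242, and 57.5% of random lists lay at or below it, while single genes ran from -3.02 (Tspan2) to 1.52 (Enpp6). A delay along the day axis and a separate effect on these genes cannot be told apart, because the members go both ways around the trend.

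NC siRNA #1 and NC siRNA #2 differed by more than their replicates, with 465 genes called and an SD of the log2 difference of 0.459 between their replicate 1 libraries. Mobp was at 102 FPKM in the former and 5.49 in the latter. Stage as the cause across all genes is argued against by an SD of 0.4565 without the trend on the change from Day0 to mock. GC content and length are argued against by 0.4479 without those trends. The OL maturation median of siSbp2l was -2.16 against NC siRNA #1 and -0.97 against NC siRNA #2. Members of that list went both ways between the NC siRNAs. Mog was at 65.8 FPKM in NC siRNA #1 and 5.34 in NC siRNA #2, and Cldn11 at 1256 and 2210. A difference in stage for part of the OL genes stays open. An interferon response to one of the NC siRNAs is argued against by a median difference of -0.0497 over the 4 expressed genes of the list. Of the 15 listed genes, 11 were under 1 FPKM in all NC libraries. Ifit3 was neither among these 11 nor among the 4 tested. Its means were 0.715 FPKM in NC siRNA #1 and 1.14 in NC siRNA #2, so the argument covers only the 4 genes tested. Effects of each siRNA sequence on other mRNAs, or a difference between the transfections, may explain the difference and were not tested. A consequence is that the number of genes called common depends on which control is left out, with 498 for siSbp2l without NC siRNA #1 and 505 without NC siRNA #2, and 392 without non-treated and 416 without mock.

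Of the genes higher in siSbp2l than in the 3 controls other than non-treated, 78.4722% of 144 were lower at Day3 than at Day0, against 56.0% of all genes. This could have come out the other way and is consistent with genes that fall with differentiation staying high in siSbp2l, for part of the genes. A gene that only kept its Day0 level would not exceed it, and 55 of the 144 (38.1944%) were over 2-fold above it, 25 of them among the 113 that were lower at Day3. Keeping the Day0 level therefore does not explain these 55, and remains possible for at most the other 89. Levels between Day0 and Day3 were not measured, so a delay from a higher level between these days cannot be judged. Of the 113 genes that were lower at Day3, 39 were at or below their Day0 level in siSbp2l. Of the top 5 risers, Arhgap36 was near its Day0 level (7.34 FPKM against 7.52), while H19 (1234 against 11.8), Erbb4 (62.9 against 9.60), Cntn2 (6.18 against 0.0841) and Irs4 (17.7 against 0.275) were far above theirs. RNA of other cells as the source of the rise is argued against by the marker lists. The list that rose most, neuron, had a median log2 change of 0.2344 over all 10 genes and of 0.75 over the 5 that were tested, both under 2-fold, and 2 of its genes were among the common higher genes. Tubb3 was at 194 FPKM against 139 in the controls, Dcx at 23.1 against 4.94 and Syt1 at 5.05 against 0.895. Neurons would also bring their other abundant transcripts, but Snap25 was at 0.215 FPKM against 0.515, Stmn2 at 0.0501 against 0.0161 and Slc17a7 at 0.0403 against 0.0192. The median change was -0.02 for astrocyte (highest gene Gfap, 40.1 FPKM against 53.5; 5 of 7 expressed), 0 for microglia (Cd68, 0.723 against 1.22; 1 of 10), -0.04 for endothelial (Kdr, 0.597 against 1.33; 1 of 6) and -0.00 for fibroblast (Rgs5, 0.051 against 0.0982; 0 of 7). A change in a few neuronal genes within the cultured cells stays open.

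Secisbp2, the paralog of the targeted gene, was higher in siSbp2l by a log2 fold change of 0.5649. Reads shared with Secisbp2l would have made it fall as that mRNA was lost, so shared reads do not explain the rise. The value lay between 0.40 and 0.60 over the alternatives, so it stayed under 2-fold. A response to the loss of Sbp2l is a hypothesis that may explain it, and an effect of the siRNA sequence was not tested.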
